# Transcriptional profiling of suberoylanilide hydroxamic acid (SAHA) regulated genes in mineralizing dental pulp cells at early and late time points

**DOI:** 10.1016/j.gdata.2015.07.013

**Published:** 2015-07-15

**Authors:** Henry F. Duncan, Anthony J. Smith, Garry J.P. Fleming, Gary P. Moran, Paul R. Cooper

**Keywords:** Dental pulp cells, Mineralization, Epigenetics, Histone deacetylase inhibitors, Endodontics

## Abstract

Dental pulp tissue can be damaged by a range of irritants, however, if the irritation is removed and/or the tooth is adequately restored, pulp regeneration is possible (Mjör and Tronstad, 1974 [1]). At present, dental restorative materials limit healing by impairing mineralization and repair processes and as a result new biologically-based materials are being developed (Ferracane et al., 2010 [2]). Previous studies have highlighted the benefit of epigenetic modification by histone deacetylase inhibitor (HDACi) application to dental pulp cells (DPCs), which induces changes to chromatin architecture, promoting gene expression and cellular-reparative events (Duncan et al., 2013 [3]; Paino et al., 2014 [4]). In this study a genome-wide transcription profiling in epigenetically-modified mineralizing primary DPC cultures was performed, at relatively early and late time-points, to identify differentially regulated transcripts that may provide novel therapeutic targets for use in restorative dentistry. Here we provide detailed methods and analysis on these microarray data which has been deposited in Gene Expression Omnibus (GEO): GSE67175.

**Table:** 

Specifications	
Organism/cell line/tissue	*Rattus norvegicus*/dental pulp tissue
Sex	Male
Sequencer or array type	Agilent Sure Print 4x44K array in situ oligonucleotide (G2519F)
Data format	Raw and processed
Experimental factors	Cultured primary dental pulp cells (DPCs) extirpated from the incisor teeth of Wistar Hannover rats aged 25–30 days
Experimental features	High-throughput investigation of genome-wide transcripts, epigenetically regulated by histone deacetylase inhibitors (HDACi). Four independent biological tissue samples were cultured at two different time points (24 h and 14 days) under mineralizing conditions in the presence or absence of the HDACi, SAHA.
Consent	N/A
Sample source location	University of Dublin, Dublin, Ireland, Europe

## 1 Direct link to deposited data

http://www.ncbi.nlm.nih.gov/gds/?term=GSE67175.

## 2 Experimental design, materials and methods

### 2.1 Primary cell culture

Primary DPCs were isolated from the extirpated pulp tissue of freshly extracted rodent incisor teeth using enzymatic disaggregation procedure as previously described [5]. The maxillary and mandibular incisor teeth were dissected from male Wistar Hannover rats aged 25–30 days and weighing 120–140 g. The pulp tissue was extirpated from the pulp chamber, minced with a scalpel into 1 mm^3^ pieces and transferred into Hank's balanced salt solution (Sigma-Aldrich, Arklow, Ireland) prior to incubation at 37 °C, 5% CO_2_ for 30 min (MCO-18AC incubator, Sanyo Electric, Osaka, Japan). Cells were transferred to an equal volume of supplemented α-MEM (Biosera, East Sussex, UK) containing 1% (w/v) penicillin/streptomycin (Sigma-Aldrich) and 10% (v/v) fetal calf serum (FCS) (Biosera). A single cell suspension was obtained by passing through a 70 μm cell sieve (BD Biosciences, Oxford, UK) prior to centrifugation and re-suspension in 1 ml supplemented α-MEM. DPCs were expanded under standard culture conditions to passage 2. The DPCs were seeded in supplemented α-MEM for 3 days (experimental day 0), and then either cultured for 24 h in supplemented mineralizing medium containing 1 μM SAHA prior to harvest (24 h samples) or incubated with an HDACi-free mineralizing medium for a further 13 days (14 day samples). Control samples contained cells cultured in mineralizing medium without SAHA.

### 2.2 Suberoylanilide hydroxamic acid (SAHA) preparation

A 5 mM stock solution of SAHA (*N*-hydroxy-*N*′-phenyl-octanediamide) (Sigma-Aldrich), in dimethyl sulfoxide (DMSO) was diluted in phosphate buffered saline (PBS) (Sigma-Aldrich) prior to further dilution to 1 μM with supplemented α-MEM.

### 2.3 RNA isolation, cDNA and labeled cRNA preparation

Cultures were detached (trypsin/EDTA), homogenized and RNA extracted using the RNeasy mini kit (Qiagen, West Sussex, UK), before being quantified spectrophotometrically (Nanodrop 2000, Thermo Fisher Scientific). A 75 ng aliquot of total RNA was converted to cDNA using an oligo dT-promoter primer and Affinity-Script-RT (Agilent Technologies), prior to being labeled with either Cyanine 3-CTP or Cyanine 5-CTP using the Two-Color Low Input Quick Amp labeling Kit (Agilent Technologies, Cork, Ireland) and transcribed to cRNA (Agilent Technologies). The cRNA was purified using the RNeasy mini kit (Qiagen) and Cy3, Cy5 concentration, RNA absorbance 260/280 nm and cRNA concentrations determined spectrophotometrically (Nanodrop 2000, Wilmington, DE, USA). This enabled specific activity and target yields to be calculated prior to microarray experimentation.

### 2.4 Microarray experimentation and analysis

The Agilent 4x44K v3 whole rat genome oligonucleotide gene expression microarray (Agilent Technologies) was used to analyze the transcript profiles of HDACi treated (1 μM SAHA) and untreated DPC cultures at both 24 h and 14 days under mineralizing conditions. 

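The authors deposited 1 log2 ratio per probe and array for 8 two-colour arrays, of which 4 are labelled 24 h and 4 are labelled 14 days. In this assay the cRNA of a pair of cultures, each carrying its own dye, binds to the same probes, and the ratio of the dye signals is read at each probe. By the labels, Cy3 marked control cells and Cy5 marked cells exposed to 1 µM SAHA, an inhibitor of histone deacetylases, on every array. Ratios above 0 are therefore given as higher with SAHA. The dyes were not swapped on any array, so a dye effect of a probe stays in its ratio. The ratios had been background corrected and Lowess normalized by the authors. Spot intensities and flags were not analysed here.

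Entries without a transcript probe, 57 in all, were left out. The remaining 30367 probes had a value on all 8 arrays. The probe annotation gives 1 gene symbol for 20329 of them, several symbols for 0, and no symbol for 10038. The median log2 ratio of an array lay between -0.0119 and -0.00305. The SD across probes was 0.517 to 0.628 on the arrays labelled 24 h and 0.734 to 0.825 on the arrays labelled 14 days. Across probes, which are not independent replicates, the correlation between arrays was 0.104 to 0.195 within the label 24 h, 0.261 to 0.315 within the label 14 days and 0.0259 to 0.071 between the labels. The number of arrays limits the precision.

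Time points are given here as the arrays are labelled. The log2 ratios of several genes in Table 1 run against these labels. The sizes that the paper lists at 24 h for Gsta4, Ska1 and Hist1h1b were found on the arrays labelled 14 days, for Hist1h1b in 1 of its 2 probes, and those that it lists at 14 days for Epha3 and Krt18 on the arrays labelled 24 h. Directions and counts for a time point are open to this doubt.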

The microarray analyses were performed on quadruplicate independent DPC cultures (n = 4) at both time-points. A total of 825 ng of labeled cRNA from each sample (treated and untreated) was loaded onto an individual array according to the manufacturer's instructions and co-hybridized at 65 °C for 17 h, washed and scanned in GenePix-Personal 4100A, Pro 6.1 (Axon, Molecular Devices, CA, USA) at a resolution of 5 μm.

Raw data were exported to GeneSpring GX12 and signals for each replicate spot were background corrected and normalized using Lowess transformation. Log2 fluorescent intensity ratios were generated for each replicate spot and averaged. 

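The 4 log2 ratios of each probe at a labelled time point were tested against 0 with limma, two-sided, with Benjamini-Hochberg adjustment over the 30367 probes. A probe was called with an adjusted p under 0.05 and a mean change over 2-fold. By this rule 337 probes were higher with SAHA on the arrays labelled 14 days and 480 were lower. For the arrays labelled 24 h, limma called 0 probes higher and 0 lower, and the lowest adjusted p was 0.104. Without adjustment, limma gave a p under 0.05 to 6722 probes on the arrays labelled 24 h and to 8051 on the arrays labelled 14 days. Of these, 106 were higher and 50 were lower by over 2-fold on the arrays labelled 24 h, against 487 and 651 on the arrays labelled 14 days.

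The methods' t-test with a Storey q value under 0.05 called 7 probes higher and 2 lower on the arrays labelled 24 h, and 327 higher and 459 lower on the arrays labelled 14 days. With Benjamini-Hochberg adjustment in its place, the methods' t-test called 0 and 0 probes on the former arrays and 237 and 332 on the latter. With any 3 of the arrays labelled 14 days, limma called 0 probes, although 756 to 781 of the 817 probes kept their direction and a change over 2-fold, and all 817 had an unadjusted p under 0.05.

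In data simulated from the spread of these arrays, limma with 4 arrays recovered 65.8% of probes changed by 1.5 and 73.7% of probes changed by 3 on the log2 scale at the label 24 h. At the label 14 days it recovered 37.5% and 67.6%. Among the unchanged probes it called 2 and 5. With 3 arrays labelled 14 days it recovered 0% at either size. Only 200 probes were changed in the simulated data, while 3476 had a limma adjusted p under 0.05 on the real arrays labelled 14 days. The adjustment depends on how many probes change, so these rates may not carry over.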

Genes that were differentially expressed (> 2.0 fold) in the SAHA group relative to control were identified after passing a t-test (p < 0.05), post-hoc test (Storey with bootstrapping) with a corrected q value of 0.05 (Fig. 1). Genes in the expression datasets were first ‘ranked’ based on Log2 values from the highest to lowest for both groups at both time points, prior to hierarchical clustering being used to group gene expression in each condition using the default settings in Genespring GX12. Gene Ontology (GO) was evaluated using Go-Elite (http://www.genmapp.org/go_elite) [6], which is designed to identify a minimal non-redundant set of biological Ontology terms to describe a particular set of genes (Fig. 2).

### 2.5 Validation of microarray data by quantitative RT-PCR analysis

In order to validate the microarray, isolated RNA was converted to single-stranded cDNA using the TaqMan™ reverse transcriptase kit and 50 μM random hexamers (Life Technologies) and the concentrations determined spectrophotometrically (Nanodrop 2000, Thermo Fisher Scientific). A range of transcripts was selected based on their levels of differential regulation. 

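For the transcripts selected, the probe annotation pairs Dab1, Gsta4, Ska1, Epha3, Krt18 and Mal2 with 1 probe each and Hist1h1b with 2. Dab1 encodes an adaptor protein of reelin signalling, Gsta4 a glutathione transferase, Hist1h1b a linker histone, Ska1 a kinetochore protein, Epha3 a receptor tyrosine kinase, Krt18 a keratin and Mal2 a membrane protein. The probes of Hist1h1b disagree. One had a log2 ratio of -0.76 ± 0.42 (SD, n = 4) on the arrays labelled 24 h and of -2.97 ± 0.31 (SD, n = 4) on the arrays labelled 14 days. The other was at 0.02 ± 0.62 and at -0.02 ± 1.01. At each label it held values shared exactly with other probes on 2 or more arrays, which may mark a low signal. Values of a gene are means over its probes.

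Rasgrp13, also selected, is a symbol of neither the probe annotation nor the current rat gene table, and no value is given for it. Rasgrp3 had a log2 ratio of 1.22 ± 0.24 (SD, n = 4) on the arrays labelled 24 h and of 0.69 ± 0.08 (SD, n = 4) on the arrays labelled 14 days. Rasgrp1 was at -0.23 ± 0.39 and at 0.15 ± 0.73.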

The q-RT-PCR analysis was performed for rat genes using specific primers (Invitrogen, Life Technologies, Thermo Scientific, Paisley, UK) for *Dab1*, *Gsta4*, *Hist1h1b*, *Ska1*, *Epha3*, *Krt18*, *Mal2* and *Rasgrp13*. Primers for each selected gene were designed using Primer3Plus tools (http://primer3plus.com/). Sequence identity of the amplicon was confirmed with NCBI Basic Local Alignment Search Tool (blast) software (http://blast.ncbi.nlm.nih.gov/Blast.cgi)Synthesized cDNA was amplified and PCRs performed using the Applied Biosystems 7500 Fast Real-Time PCR thermal cycler (Applied Biosystems), being subjected to a designated number of amplification cycles (40 cycles), where a typical cycle was 95 °C for 3 s and 60 °C for 30 s. Real-time PCR data were normalized to β-actin. The upregulated and downregulated transcripts assayed by RT = PCR were consistent with the results obtained from DNA microarray (Table 1).

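Genes were tested with limma over 16929 gene symbols. Of the genes Table 1 lists for 24 h, Dab1 had a log2 ratio of 1.83 ± 0.34 (SD, n = 4; limma adjusted p = 0.0921) on the arrays labelled 24 h. Gsta4 was at -0.30 ± 0.11 (adjusted p = 0.117) and was lower with SAHA on 4 of 4 arrays. Hist1h1b was at -0.37 ± 0.25 (adjusted p = 0.166). Ska1 was at -0.47 ± 0.94 (adjusted p = 0.514). The same genes on the arrays labelled 14 days were at 1.615 ± 0.93 for Dab1 (adjusted p = 0.0701), 3.04 ± 0.30 for Gsta4 (adjusted p = 0.0063), -1.497 ± 0.61 for Hist1h1b (adjusted p = 0.0336) and -6.60 ± 0.49 for Ska1 (adjusted p = 0.0063).

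Of the genes Table 1 lists for 14 days, Epha3 was at 0.32 ± 0.25 (SD, n = 4; limma adjusted p = 0.17), Krt18 at -0.71 ± 0.22 (adjusted p = 0.0239) and Mal2 at 1.42 ± 0.54 (adjusted p = 0.029) on the arrays labelled 14 days. Epha3 was at -1.275 ± 0.41, Krt18 at -1.49 ± 0.23 and Mal2 at 1.502 ± 0.39 on the arrays labelled 24 h (adjusted p = 0.0921 for each). Actb, the gene of β-actin, was at 0.26 ± 0.07 on the arrays labelled 24 h (adjusted p = 0.114) and at 0.08 ± 0.105 on those labelled 14 days (adjusted p = 0.511).

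**Figure D1:**
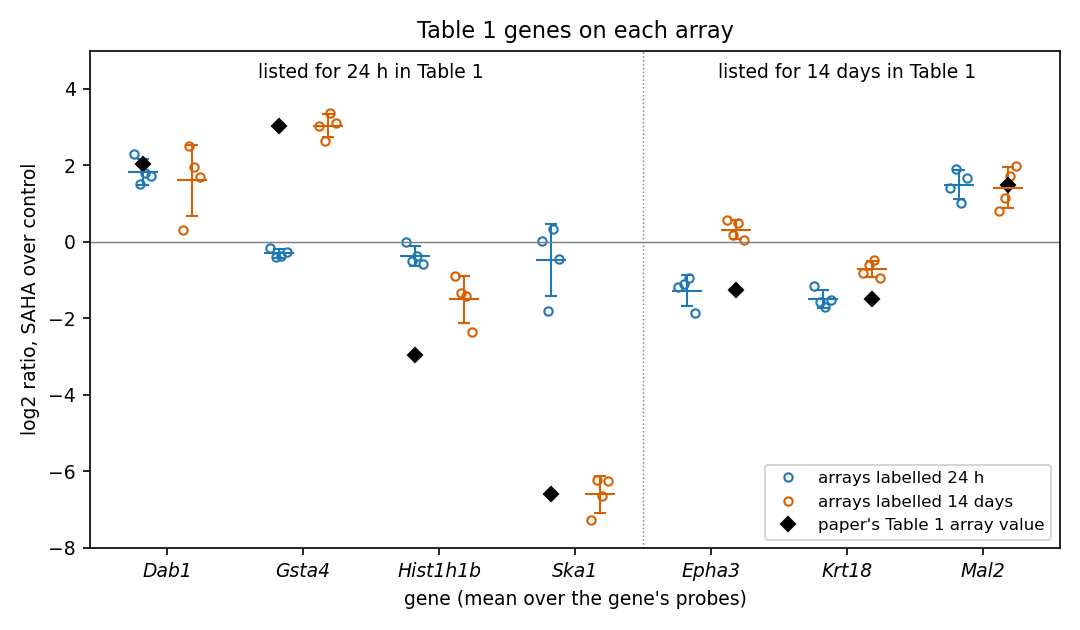
Log2 ratio of SAHA over control (vertical axis) for 7 genes of Table 1 (horizontal axis), with 1 circle per array, the mean as a bar and the SD as whiskers, n = 4 arrays per label. Black diamonds are the paper's array values at the time point Table 1 gives. Ska1 lies between -7.28 and -6.23 on the arrays labelled 14 days and between -1.80 and 0.35 on the arrays labelled 24 h.

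With the labels as given, 5 of these 7 genes had the direction that Table 1 gives, and in 2 of them, Krt18 and Mal2, the limma adjusted p over all genes was under 0.05. Ska1, counted among the 5, was lower with SAHA on only 2 of its 4 arrays. At these labels the probes of Ska1, Epha3 and Krt18 held values shared exactly with other probes on 2 or more arrays. So did 1 probe of Hist1h1b. Such values may mark low signals, but intensities were not analysed. Adjusted over the list alone, 5 genes were under 0.05, among them Gsta4, whose direction is not that of Table 1. With any 1 replicate left out, the count over all genes was 0, while 5 of the 7 genes kept the direction of Table 1. Krt18 then stayed between -0.79 and -0.62 and Mal2 between 1.23 and 1.63 on the arrays labelled 14 days. In simulated data with 3 arrays labelled 14 days, limma recovered 0% of changed probes. Those data held 200 changed probes, by 1.5 or more on the log2 scale, and were not averaged by gene. They therefore cannot settle why the calls of these genes were lost. The study chose the list on these samples, so the count over the list alone is not independent evidence. The paper's RT-PCR values have the direction of its array values for every gene and at the time point that Table 1 gives, which does not settle the labels. The paper states that the RT-PCR and array results were compatible (Table 1).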

## 3 Discussion

In this report we describe detailed technical methods to reproduce the high-throughput gene analysis using the whole rat genome oligo microarray kit (Agilent, G2519F, Ireland) for mineralizing primary DPC cultures in the presence and absence of a HDACi. The validated gene expression data demonstrates the relevant expression profile signature of differentially expressed genes during mineralization and identifies several transcripts not previously associated with this process. This data can contribute to future investigations examining transcriptional changes that promote tissue repair processes in the dental pulp.

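At each labelled time point the 5 largest rises and the 5 largest falls were taken among the called probes with 1 gene symbol and the same sign on all 4 arrays. The rises on the arrays labelled 14 days were led by a probe of Rundc3a, with a log2 ratio of 3.15 ± 0.13 (SD, n = 4; limma adjusted p = 0.00909). Gsta4 followed, and then Mogat2 at 2.82 ± 0.82 (adjusted p = 0.0231), Bex1 at 2.81 ± 0.37 (adjusted p = 0.00937) and Tubb2b at 2.75 ± 0.49 (adjusted p = 0.0123). The falls were led by Ska1. Cep72 was at -5.63 ± 0.54 (adjusted p = 0.00909), Mcm10 at -3.975 ± 1.34 (adjusted p = 0.0292), Dcaf15 at -3.925 ± 1.31 (adjusted p = 0.0286) and Hmga1 at -3.59 ± 0.47 (adjusted p = 0.00937). A further probe was at 1.33 for Rundc3a, 1.04 for Mogat2, -0.14 for Mcm10 and -0.02 for Hmga1.

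A list of genes of mineralization, fixed in advance, had 36 of its 38 members on the array. Their median log2 ratio was 0.13 on the arrays labelled 24 h and 0.15 on the arrays labelled 14 days, with 23 and 22 members higher with SAHA. The list was not split by whether a gene promotes or restrains mineralization. Counts of higher members therefore give no direction for mineralization itself. limma's camera test, which sets a list against all other genes, gave adjusted p of 0.0306 and 0.062 over 7 lists. The former was 0.111 without replicate 4, and 0.235 with the correlation between genes estimated from the arrays instead of preset. The latter was 0.128 without replicate 4, where the median was 0.0887, 0.0312 without replicate 3, 0.0132 with each probe by itself and 0.241 with an estimated correlation. Of single members, 0 and 12 had a limma adjusted p under 0.05 over all genes, and 6 and 18 adjusted over the list alone. The 6 were higher with SAHA, as were 9 of the 12 and 15 of the 18. The 3 that were lower are Mepe at -2.12 (adjusted p = 0.0363), Tgfb1 at -1.44 (0.0172) and Mgp at -0.68 (0.023), named after their values were seen. In a limma fit of all 8 arrays Spp1 had 0.0285 on the arrays labelled 24 h, and its Storey q value was 0.034 and that of Mmp13 0.0499. The members with the largest mean change on the arrays labelled 24 h were Mmp13 at 0.69 ± 0.19 (SD, n = 4), Bmp6 at 0.54 ± 0.35 and Spp1 at 0.53 ± 0.09. They were at 1.30 ± 0.51, 2.36 ± 3.28 and 0.36 ± 0.20 on the arrays labelled 14 days, and the value of Bmp6 there rests on an array at 7.16.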

## Figures and Tables

**Fig. 1:**
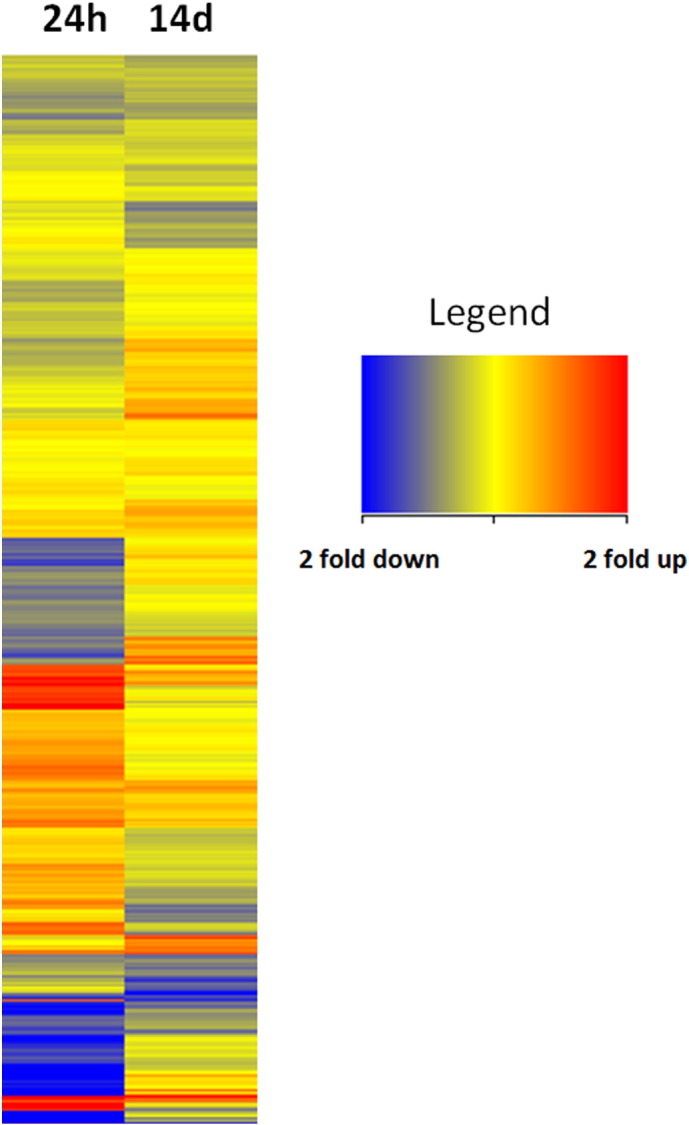
A comparison of > 2 fold gene expression at 24 h and 14 days in DPCs after exposure to SAHA for 24 h. The ‘heat-map’ shows expression patterns for all present genes.

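The mean log2 ratios on the arrays labelled 24 h and on the arrays labelled 14 days correlated across the 30367 probes, which are not independent replicates, with Pearson's r = 0.111. Of the 817 probes called on the arrays labelled 14 days, 491 (60.1%) had the same sign on the arrays labelled 24 h.

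The difference between the labelled time points was tested in 1 limma fit of all 8 arrays. It was over 2-fold with an adjusted p under 0.05 for 1033 probes. Of these, 374 were more positive and 659 more negative on the arrays labelled 14 days. Among the 817 probes called on the arrays labelled 14 days, 597 were also called for this difference. For the 5 largest rises and 5 largest falls there, the difference had an adjusted p under 0.05 for 9. The exception was Hmga1 (adjusted p = 0.0683), which was at 2.61 on the arrays labelled 24 h with a limma adjusted p of 0.414. The called probes and the largest changes were chosen on the arrays labelled 14 days, which also enter the difference. Their counts are therefore not independent tests.

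**Figure D2:**
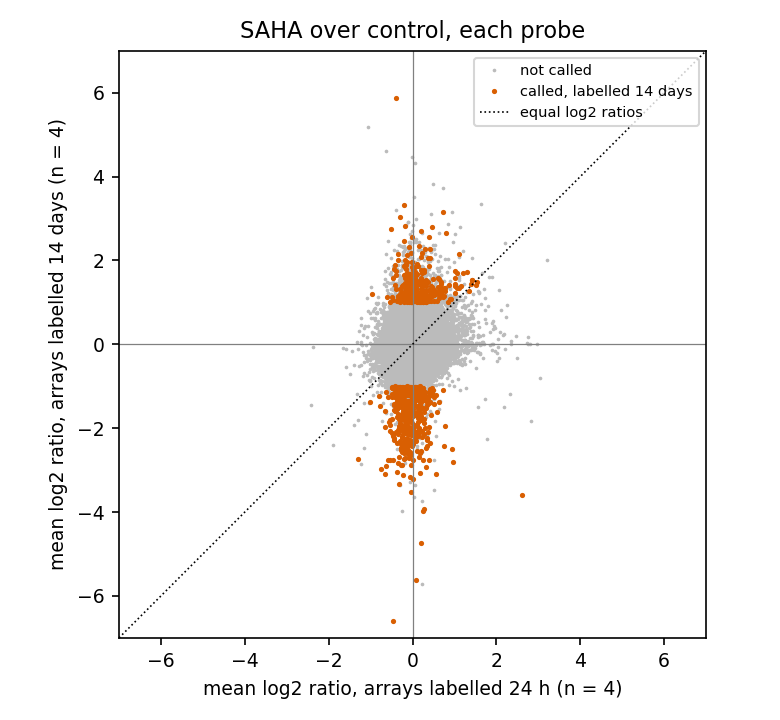
Mean log2 ratio of SAHA over control of each of 30367 probes on the 4 arrays labelled 24 h (horizontal axis) and on the 4 arrays labelled 14 days (vertical axis). Orange points are the 817 probes called on the arrays labelled 14 days, and the dotted line marks equal log2 ratios. The called probes spread along the vertical axis, and Ska1 lies lowest at -6.60.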

**Fig. 2:**
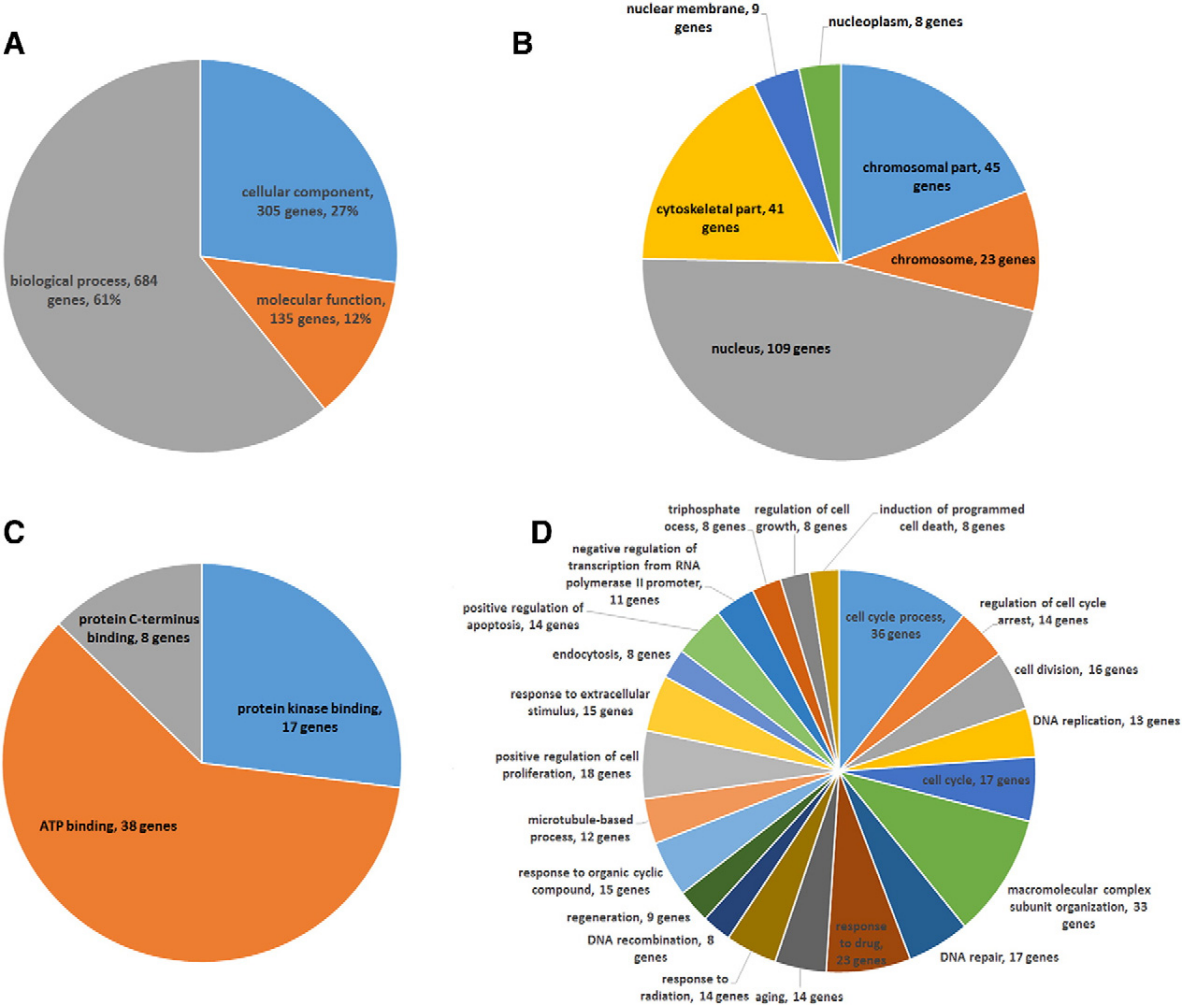
Functional categories of the genes showing significant > 2 fold expression change in DPCs at 24 h relative to control. A, Biological categories of the transcripts were assigned with GoElite (http://www.genmapp.org/go_elite) analysis software and further subdivided by category; B, Cellular component; C, molecular function; and D, biological process. Only GoTerms categories with greater than 7 transcript members are included.

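The GO annotation behind these categories was not used here. In its place 6 lists of genes were tested with camera, beside the mineralization genes, on log2 ratios averaged over the probes of a gene. The median log2 ratio on the arrays labelled 14 days was -1.41 for 39 genes of S phase, -1.87 for 50 genes of G2/M phase, -1.30 for 43 genes of DNA replication and -1.63 for 46 genes of the kinetochore. It was -0.67 for 29 replication-dependent histones. The adjusted p of these 5 lists from camera ran from 8.62e-24 to 1.58e-07. Lower with SAHA were 37, 47, 42, 45 and 25 of their genes. With an estimated correlation, 4 of the 5 lists kept an adjusted p of 0.0341, and G2/M phase was at 0.0539. The lists overlap, and Ska1 and Hist1h1b are members of the kinetochore and histone lists. By the paper's methods the array cDNA was primed with oligo dT, which binds poly(A) tails. How far the histone transcripts carry such tails was not tested, so the arrays may miss part of them. The list of 17 histone deacetylases, which holds Hdac and Sirt genes, had a median of 0.31 (adjusted p = 0.0918, with 0.0424 without replicate 3, 0.0154 with each probe by itself and 0.371 with an estimated correlation). That median was the value of Sirt5, while the Hdac genes ran from -0.72 for Hdac10 to 1.15 for Hdac11. The targets of SAHA were not tested apart from the other members, so the median does not describe them.

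Medians on the arrays labelled 24 h, which carry the time point of Fig. 2, were nearer to 0. S phase was at -0.16 (camera adjusted p = 0.0306), DNA replication at -0.10 (adjusted p = 0.0306), G2/M phase at -0.09 (adjusted p = 0.0324), the kinetochore at -0.04 (adjusted p = 0.419), the histones at -0.12 (adjusted p = 0.272) and the histone deacetylases at 0.14 (adjusted p = 0.172). The mean of the kinetochore genes was 0.01, above 0. With an estimated correlation, 0 of 7 lists had an adjusted p under 0.05 there. With the preset correlation and without replicate 4, only S phase had one. The median of S phase was -0.102 without replicate 1 and -0.103 without replicate 2, that of the histones -0.054 without replicate 4, and that of the kinetochore ran from -0.0735 without replicate 3 to -0.0153 without replicate 2. The difference between the labels had camera adjusted p from 1.44e-27 to 6.54e-06 for the 5 lists that fell on the arrays labelled 14 days, and 0.359 and 0.39 for mineralization and the histone deacetylases.

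By largest mean change on the arrays labelled 24 h, the members to name are Rrm1 at -0.64 ± 0.48 (SD, n = 4), Polr1b at 0.64 ± 1.63 and Gins2 at 0.63 ± 0.15 of S phase. Of G2/M phase they are Aurka at -0.52 ± 0.48, Cdc25c at 0.47 ± 0.42 and Rangap1 at 0.39 ± 0.06. Of DNA replication they are Cdc7 at 0.70 ± 0.86, Mcm10 at 0.63 ± 0.65 and Pole2 at -0.63 ± 0.39, and of the kinetochore Cenpi at 1.76 ± 2.48, Plk1 at -0.53 ± 0.30 and Ska1. The histone deacetylases Sirt2, Hdac8 and Hdac5 were at 0.48 ± 0.11, 0.34 ± 0.62 and 0.31 ± 0.08, and the histones Hist1h1d, Hist1h2ak and Hist3h2ba at -0.81 ± 0.28, -0.66 ± 0.70 and 0.54 ± 1.11. With limma on the arrays labelled 24 h, 0 of these genes had an adjusted p under 0.05. In a limma fit of all 8 arrays Rangap1 (0.0289), Sirt2 (0.0275) and Hist1h1d (0.0431) did, and Gins2, Rangap1, Sirt2 and Hdac5 had a Storey q value from 0.0319 to 0.0491. Without replicate 2, Polr1b was at -0.15, Hist3h2ba at -0.0105, Cdc7 at 0.29, Mcm10 at 0.35, Hist1h2ak at -0.43 and Ska1 at -0.03. Cenpi was at 0.54 without replicate 1, Hdac8 at 0.04 and Ska1 at -0.74 without replicate 3, and Aurka at -0.29 without replicate 4.

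**Figure D3:**
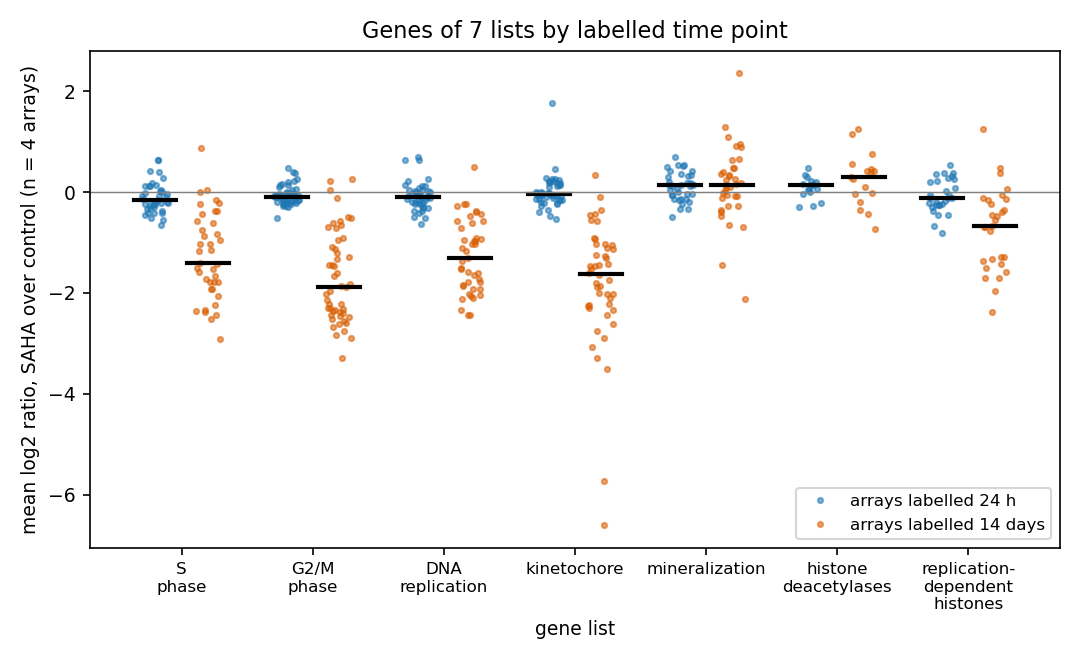
Mean log2 ratio of SAHA over control, n = 4 arrays per label (vertical axis), of each gene of 7 lists (horizontal axis). Each point is a gene and black bars are list medians. The 5 lists of the cell cycle, DNA replication, the kinetochore and histones have medians from -1.87 to -0.67 on the arrays labelled 14 days and from -0.16 to -0.04 on the arrays labelled 24 h.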

**Table 1:** A comparison of microarray and quantitative RT-PCR for selected genes at 24 h and 14 days.

Gene	Fold change cDNA microarray (24 h)	Fold change RT-PCR (24 h)
Dab1	4.13	5.17
Gsta4	8.21	14.5
Hist1h1b	− 7.83	− 13.0
Ska1	− 97.2	− 72.5

Gene	Fold change cDNA microarray (14 days)	Fold change RT-PCR (14 days)
Epha3	− 2.4	− 2.06
Krt18	− 2.8	− 2.65
Mal2	2.83	2.73
Rasgrp13	2.33	2.32

How the deposited data were processed for this re-analysis (not part of the article)

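SAHA-exposed and control dental pulp cell cultures were co-hybridized on 8 two-colour arrays, 4 labelled 24 h and 4 labelled 14 days. The values used are log2 ratios that the authors deposited after background correction and Lowess normalization in GeneSpring GX12. They were tested without further centring or scaling. Conditions, replicate numbers and dyes were taken from the labels and the paper. The paper states 24 h in mineralizing medium with 1 µM SAHA before harvest for the 24 h samples, and a further 13 days without the inhibitor for the 14 day samples. The direction SAHA over control rests on the dyes in the labels and could not be checked against scans. The labels of the time points were kept, and no array was moved to another group by its values.

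Probes were named only through the platform annotation given with the array, which pairs 20329 probes with 1 symbol each. Of these, 20116 (98.95%) matched the current rat gene table of the assembly GRCr8.

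Each labelled time point was tested by itself with limma 3.58.1 in R 4.3.3 and Benjamini-Hochberg adjustment. The difference between the time points was tested in 1 limma fit of all 8 arrays, 14 days minus 24 h. The 7 lists were tested with camera at its preset correlation of 0.01. The lists of S phase and G2/M phase genes hold human symbols matched to the rat genes by symbol, and the other lists were written for this work in advance of the data. In the Storey q value, pi0 was estimated from 100 bootstrap draws, at 0.532 on the arrays labelled 24 h and 0.461 on the arrays labelled 14 days. limma's prior degrees of freedom were 1.5 and 1.12.

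The limma step was tested on simulated data made from the arrays' own residuals with random signs, in which 200 probes were changed by known amounts. With no change put in, limma called 0 of 30367 probes. Genes were named by a rule set in advance, with the exceptions given below, although the values of Table 1 had been seen in the paper. The rule takes every gene of Table 1 and Actb, at each labelled time point the 5 largest rises and 5 largest falls among called probes with 1 symbol and the same sign on all 4 arrays, 1 probe per gene, and of each list the 3 members with the largest mean change on the arrays labelled 24 h. Rasgrp1 and Rasgrp3 are named because Rasgrp13 matched no symbol. Mepe, Tgfb1 and Mgp fall outside the rule and were named after their values were seen.

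The alternatives set before the data were examined were centring, scaling and quantile normalization of the arrays, the methods' t-test with 3 kinds of threshold, a fit of all 8 arrays, averaging by gene, other fold limits, single probes, the mean of unlogged ratios, the replicate number as a block, other settings of camera, and leaving out each replicate. Alternatives added after the data were seen were robust hyperparameters in limma, leaving out probes with values shared by other probes or extreme on 1 array, averaging by gene without 1 replicate, and the exchange of the labels. A filter on dim probes, also set beforehand, needs flags or intensities, and allowing a missing value changes nothing, as 0 are missing.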

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

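Effects were compared between the labelled time points with limma for the named genes and with camera for 7 lists. The difference, 14 days minus 24 h by the labels, had an adjusted p under 0.05 for Gsta4 at 3.34 (adjusted p = 0.000126), Ska1 at -6.13 (0.000381), Epha3 at 1.59 (0.00344), Krt18 at 0.78 (0.0143), Rasgrp3 at -0.54 (0.0322) and Hist1h1b at -1.13 (0.0427), on the log2 scale. Dab1 and Mal2 changed by -0.22 and -0.08, with adjusted p of 0.798 and 0.896. Of 23 further list members, 8 differed, Rrm1 by -2.26, Cdc25c by -1.17, Rangap1 by -0.90, Mcm10 by -2.69, Plk1 by -2.22, Tgfb1 by -1.795, Mgp by -0.55 and Mepe by -1.64 (adjusted p from 0.000981 to 0.0395). Tgfb1, Mgp and Mepe entered the 23 after they were seen to be lower with SAHA on the arrays labelled 14 days. Their differences are therefore not an independent test. Of 8 further probes among the largest changes, 7 differed, those of Rundc3a by 2.43, Mogat2 by 3.00, Bex1 by 2.34, Tubb2b by 3.26, Cep72 by -5.71, Mcm10 by -4.225 and Dcaf15 by -4.19 (adjusted p from 0.000232 to 0.0049). These probes were chosen by their values on the arrays labelled 14 days, so their differences are not an independent test either. Among the lists, the median difference was -1.79 for G2/M phase (camera adjusted p = 1.44e-27), -1.71 for the kinetochore (1.2e-26), -1.05 for DNA replication (3.59e-22), -1.19 for S phase (1.16e-14) and -0.76 for the replication-dependent histones (6.54e-06). With an estimated correlation the adjusted p of these 5 lists ran from 0.00168 to 0.0106.

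Chance is argued against as the source of the difference as a whole, but not excluded. Of the 35 splits of the 8 arrays into 4 and 4, only 1, that of the labels, gave as many as 1033 probes, and the highest of the other splits gave 1. That is a share of 0.029, the lowest that 35 splits can give. In the other splits the difference between the labels widens the spread, which lowers their counts. The wider spread of the arrays labelled 14 days is not the whole source either, since 826 probes differed after scaling of the arrays and 868 after quantile normalization. A dye effect alike on all arrays cancels in the difference. It is also argued against for the 817 probes called on the arrays labelled 14 days, whose median change, signed by the call, was 1.34 there and at most 0.104 on any array labelled 24 h. Batch was not given in the sources used here, so a batch that follows the label stays open. The time point itself is the difference that the design names and was not tested apart from such a batch. The direction between the time points depends on which label is right.

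The same genes, probes and list medians were tested for 1 of the 4 arrays of a label far from the others. Of 96 such groups 6 held one, near the 1 in 20 that chance gives. On the arrays labelled 24 h these were Rasgrp1 at -0.81 (others -0.069 to 0.00427), the probe of Cep72 at 0.29 (others up to 0.0449) and Hist3h2ba at 2.20 (others -0.101 to 0.0539). On the arrays labelled 14 days they were Polr1b at -1.07 (others -0.0125 to 0.169), Cenpi at -4.40 (others -1.68 to -1.39) and Tgfb1 at -0.83 (others -1.70 to -1.60). No explanation of them was tested.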

How the results depend on the processing

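Robust hyperparameters, the removal of shared values, the exchange of labels and averaging by gene without 1 replicate were chosen after the data were seen. On the arrays labelled 24 h, limma called 0 probes higher and 0 lower under centring, scaling, quantile normalization, averaging by gene, robust hyperparameters, a 1.5-fold limit, no fold limit, the methods' t-test with Benjamini-Hochberg adjustment, and without any 1 replicate (0 to 0). The methods' t-test called 7 higher and 2 lower with the Storey q value, and 57 and 31 with an unadjusted p. limma called 32 and 10 in a fit of all 8 arrays, and 48 and 15 among the 12618 probes left when probes with shared values were removed. Extreme ratios on single arrays were tested as a cause of the 0 calls, with the result under the other observations. Other causes stay open.

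At the label 14 days, the 337 higher probes became 215 under scaling and 208 under quantile normalization, and the 480 lower probes stayed within 1.5 times under both. Of the 817 called probes, 537 and 540 were also called under these settings, and 569 by the methods' t-test with Benjamini-Hochberg adjustment. Counts rose to 1030 higher and 1112 lower at 1.5-fold and to 1721 and 1755 with no fold limit, by construction. Without any 1 replicate the counts were 0 to 0 in either direction, with lowest adjusted p from 0.0528 to 0.0813 and 1100 to 1189 probes over 2-fold at an unadjusted p under 0.05. limma also called 0 probes in the simulated data with 3 arrays. Averaged by gene, 164 genes higher and 243 lower were called without replicate 1, among them Ska1 (adjusted p = 0.035) and Gsta4 (0.0361), and 0 without any other (lowest adjusted p = 0.0537). In the simulated data limma recovered 0% of probes changed by 1.5 to 3 on the log2 scale with 3 arrays labelled 14 days. With the full set of arrays at that label it recovered 37.5% to 67.6%. The smaller number of arrays may therefore account for the lost calls of probes. The simulated data held only 200 changed probes, against 3476 with a limma adjusted p under 0.05 on the real arrays labelled 14 days. They cannot settle the cause, as the adjustment depends on how many probes change. Why genes were still called only without replicate 1 was not tested.

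The 1033 probes that differed between the labels became 631 genes after averaging by gene, where fewer items are tested, 2766 at 1.5-fold and 3862 with no fold limit, and 874 to 1075 without any 1 array. With the replicate block the count was 718. Deviations of arrays with the same number correlated at 0.024, 0.0034, 0.0054 and 0.032, against -0.019 to 0.017 for different numbers. All were under the limit of 0.1 used for pairing, so no pairing by number was found, although a weak one is not excluded. The correlation of 0.111 between the labels moved to 0.125 by gene, 0.266 over called probes and 0.0966 as Spearman's rho, and to 0.083 to 0.105 without any 1 replicate, lowest without replicate 2. The cause was not tested.

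Of the 7 genes of Table 1, 2 had the direction of Table 1 and an adjusted p under 0.05. The count was 0 with the methods' t-test and Benjamini-Hochberg adjustment and 0 to 0 without any 1 replicate, and 2 or 3 under the other settings. Without any 1 replicate, Krt18 stayed between -0.79 and -0.62 and Mal2 between 1.23 and 1.63 at the label 14 days. The direction of Table 1 was kept by 5 of the 7 genes in each of these fits. A fit of all 8 arrays added Dab1, at an adjusted p of 0.0333, and the Storey q value added it at 0.0352. Hist1h1b on the arrays labelled 24 h turned to 0.02 with its probe of the smallest change. With the labels exchanged, Gsta4 at the label 24 h turned to 3.04, also for a single probe (3.04) and without replicate 1 (3.04), and Epha3 at the label 14 days turned to -1.275, also for a single probe (-1.275) and without replicate 1 (-1.30).

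At the label 24 h, 4 lists had an adjusted p under 0.05 and 0 with an estimated correlation. The cause was not tested. Without any 1 replicate the count was 1 to 4. Without replicate 4 S phase alone did (adjusted p = 0.0149), with adjusted p of 0.111 for G2/M phase, 0.107 for DNA replication and 0.111 for mineralization. At the label 14 days, 5 lists had an adjusted p under 0.05, with 5 to 7 without any 1 replicate and 4 to 7 under the other settings. Of single members on the arrays labelled 24 h, Polr1b turned to -0.15 and Hist3h2ba to -0.0105 without replicate 2, and the median of the histone deacetylases turned to -0.00696 without replicate 3. With any 1 replicate left out they reached up to 1.04, 0.76 and 0.196. The 5 largest rises and 5 largest falls on the arrays labelled 14 days kept their direction under centring, scaling, quantile normalization, the methods' t-test with Benjamini-Hochberg adjustment, a fit of all 8 arrays and without any 1 replicate. Their adjusted p rose above 0.05 without any 1 replicate, for Mogat2 (0.0637), Mcm10 (0.0794) and Dcaf15 (0.0776) with the methods' t-test, and for Hmga1 in a fit of all 8 arrays (0.0993). Which probes had too little signal over background is unknown here, as no intensities were analysed, and the filter on dim probes was not run.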

Differences from the paper's values

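Ratios are compared as SAHA over control for genes that rise in Table 1 and as control over SAHA for genes that fall. A ratio differs where its direction is the opposite or its log2 distance from the paper's value is above the SD of the arrays used. For Gsta4 at 24 h the paper's array value is 8.21, and the ratio on the arrays labelled 24 h was 0.812. For Hist1h1b at 24 h the paper's value is 7.83 and the ratio was 1.29. For Ska1 at 24 h the paper's value is 97.2 and the ratio was 1.39. For Epha3 at 14 days the paper's value is 2.4, and the ratio on the arrays labelled 14 days was 0.801. For Krt18 at 14 days the paper's value is 2.8 and the ratio was 1.63. For these 5 genes the ratio still differed from the paper's value under each alternative set before the data were examined that was applied to these ratios. The methods' t-test and the fit of all 8 arrays leave a ratio as it is by construction.

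With the labels exchanged, a setting chosen after the values were seen, the ratio was 8.21 for Gsta4, 97.2 for Ska1, 2.42 for Epha3 and 2.81 for Krt18. For Hist1h1b it was 2.82 over both probes, which still differs, and 7.83 for the probe with the larger change by itself. Dab1 and Mal2 did not differ from the paper's values with the labels as given, at 3.56 and 2.68 against the paper's 4.13 and 2.83, although Dab1 did without replicate 1, at 3.195. With the labels exchanged they were at 3.06 and 2.83 and did not differ, by an SD for Dab1 of 0.929 in place of 0.335. Leaving out replicate 1 as well moved Dab1 to 4.14 and Hist1h1b to 3.24, nearer to the paper's values, and Ska1 to 83.02, Krt18 to 3.03, Mal2 to 2.90, Epha3 to 2.469 and Gsta4 to 8.202, farther from them. In all, 5 of 7 genes lay within 1% of the paper's ratio with the labels exchanged and 0 of 7 with the labels as given. The exchange raised the genes with the direction of Table 1 from 5 to 7, and those that also had a limma adjusted p under 0.05 over all genes from 2 to 3. Gsta4, Ska1 and Hist1h1b were gained and Krt18 and Mal2 lost, at 0.0921. The log2 ratios of the lost genes were not smaller in size. Krt18 was at -1.49 on the arrays labelled 24 h against -0.71 on those labelled 14 days, and Mal2 at 1.502 against 1.42. In a limma fit of all 8 arrays the probes of Krt18 and Mal2 had adjusted p of 0.0188 and 0.0236 on the arrays labelled 24 h.

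Fig. 1 shows stronger changes in its 24 h column than in its 14 day column. The SD across probes was at most 0.628 on the arrays labelled 24 h and at least 0.734 on the arrays labelled 14 days. Fig. 2 assigns categories of the cell cycle, DNA replication and the chromosome to genes changed over 2-fold at 24 h. limma called 0 probes on the arrays labelled 24 h, where 6722 had an unadjusted p under 0.05 and the methods' t-test with a Storey q value called 9. The lists of these categories fell by more on the arrays labelled 14 days, with medians down to -1.87. The methods describe a list of genes past both limits at each time point. On the arrays labelled 24 h, Dab1 passed them with the Storey q value (0.0418) and in a fit of all 8 arrays (limma adjusted p = 0.0356), by the methods' t-test with an unadjusted p (0.00164), and also with shared values removed (0.00629), a setting chosen after the data were seen. Krt18, which Table 1 lists for 14 days, also passed them there with the Storey q value (0.0384) and in the fit of all 8 arrays (0.0188). Mal2 and Epha3 passed in that fit (0.0236 and 0.0207) but not with the Storey q value (0.0541 and 0.063). Rasgrp3, not in Table 1, passed with the Storey q value (0.0441) and in that fit (0.0188). Gsta4, Ska1 and Hist1h1b passed both limits there under no setting. Krt18 changed by under 2-fold on the arrays labelled 14 days and passed both limits on those arrays under no setting.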

Other observations

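The settings that exchange labels, use robust hyperparameters or remove shared values were chosen after the data were seen. The fit without extreme ratios was added after the other results were seen.

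The ratios of the genes of Table 1 may be explained by time points that are exchanged between the deposited labels and the paper's table. Over 7 genes the mean distance from the paper's array values was 0.275 on the log2 scale with the labels exchanged and 2.1 with the labels as given, so the values are consistent with an exchange of whole groups. Dab1 lay nearer to the paper's value with the labels as given. The arrays do not show whether the labels or the paper's table hold an exchange. Rasgrp3 had a ratio of 2.33 on the arrays labelled 24 h, which is also the array value that Table 1 gives for Rasgrp13. No biological explanation was tested.

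Turning the sign of some of the 4 arrays of a label gives 8 patterns, too few to exclude chance. At the label 14 days, 1 of the 8 patterns, the real one, reached 817 called probes and the others gave at most 0. At the label 24 h, 8 of 8 patterns gave 0 probes, as the real one did.

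The count of 0 called probes on the arrays labelled 24 h might come from extreme ratios on single arrays that widen the spread limma shares between probes. With robust hyperparameters, which limit such probes, the count was again 0, and without the 309 probes with such a ratio it was also 0, which argues against this. Removing probes with shared values gave 63 calls among 12618 probes, and again 63 when the 11 such probes among them were left out too. limma's prior degrees of freedom were 1.5 over all probes, 1.57 without the extreme ratios and 2.77 without shared values. The spread and number of the probes with shared values stay open as a source of the low count.

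On each array 52.6% to 63.2% of the probes held a value shared exactly with another probe of that array, and up to 846 probes shared 1 value. A candidate explanation is low signals in whole scanner units, which can form few ratios. Probes of ribosomal protein genes, which cells express strongly, held a shared value in 6.94% of cases against 58% over all probes, and the 817 probes called on the arrays labelled 14 days in 9.52%. The test is consistent with low signals, but intensities were not analysed.

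A deviation of more than 3 on the log2 scale from the median of its label on a single array was seen in 309 probes of the arrays labelled 24 h, 302 of them upwards, and in 721 probes of the arrays labelled 14 days, 682 of them upwards. On their other 3 arrays these probes held shared values 1.54 to 1.69 times as often as all probes, which is consistent with signals near the lowest measurable level. Random defects of single spots stay open as a further source. The overlap between the labels was 22 probes, 3.00 times the 7.34 of chance, with a 95% interval from 1.88 to 4.54 that spans the limits set for the test.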
